A study of Caenorhabditis elegans with 24 samples. Its data were reported in "BCL-11 enables adaptive stress responses to environmental challenges" (2026).

How the data were processed

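RNA of whole Caenorhabditis elegans on the first day of young adulthood was measured in 24 libraries, 4 from each of 6 genotypes. Worms had been grown at 20 °C on a standard Escherichia coli lawn. The genotypes were wild type (wt, strain N2), 2 hypomorphic alleles of the transcription factor gene bcl-11 (bon125 and bon144, each made by gene editing), the insulin/IGF-1 receptor mutant daf-2(e1370), and daf-2(e1370) combined with each bcl-11 allele. Groups and replicate numbers were taken from the sample labels. Replicates 1 to 4 carry the same number as the batch given in the labels, so the number pairs libraries across genotypes, and each genotype has 1 library in each batch.

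The authors prepared non-stranded, full-length cDNA libraries by the Smart-seq protocol, sequenced them in paired-end mode, and assigned reads to the C. elegans transcripts of Ensembl (assembly WBcel235) with Kallisto, a pseudoaligner that splits reads between transcripts they fit equally well. The deposited values are regularized log (rlog) values per gene, on a log2 scale, which the authors computed from library-size-normalised gene counts. Rlog draws the differences of weakly expressed genes towards 0, so fold changes of such genes are understated. The deposited values come in 2 tables normalised separately, 1 with the 12 libraries of the wild-type background (19320 genes) and 1 with the 12 libraries of the daf-2 background (19718 genes). Tests were therefore run within a table, and levels set side by side across the tables have no test. Read counts were not used here, so the depth of the libraries is unknown, no interval from counting error can be given, and the precision of each value is that of the 4 replicates.

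All gene identifiers of both tables were found in the Ensembl release 115 annotation of WBcel235, from which names and positions were taken. Where that annotation gives 1 name to several genes, the RefSeq gene table of the same assembly supplied the name. Of the genes, 472 in the wild-type background and 352 in the daf-2 background have exactly the values of another gene. Reads of near-identical copies cannot be told apart, but whether these genes are such copies was not tested by sequence. Only 110 and 120 of them passed the filter on expression given below. The values of these genes are treated as uncertain. Non-stranded libraries also leave overlapping and antisense genes uncertain.

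Genes with a mean rlog of at least 3 over the 12 libraries of a table were kept, which left 13459 genes in the wild-type table and 14169 in the daf-2 table. Of these, 13131 were kept in both. A linear model with 3 genotype means was fitted to each table with limma 3.58.1 in R 4.3.3, with moderated variances that follow the mean expression (eBayes with a trend). P-values were two-sided and adjusted by the Benjamini-Hochberg method. A gene was called when its adjusted p was under 0.05 and its absolute log2 fold change above 0.585, a change of 1.5-fold. The study states these thresholds for its volcano plots, among them the double mutants against daf-2. For the single mutants against wt it states none. The difference of an allele's effect between the backgrounds (interaction) was fitted to the genes kept in both tables with the means of all 6 genotypes, each effect being taken within its own table. The level of bcl-11 was compared by two-sided exact permutation tests of 4 against 4 libraries, whose smallest possible p is 0.0286. Overlaps of gene lists were tested by one-sided Fisher's exact tests. Same-numbered libraries were checked for pairing by the mean correlation, over genes, of their deviations from the group means.

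On simulated data made from the means and spreads of the real libraries, with 200 genes changed by 1 on the log2 scale, the test called 77.5% of the changed genes among 13459 in the wild-type table and 93.0% among 14169 in the daf-2 table, with 1 and 6 false calls. Each gene had 1 spread for all genotypes, and genes varied independently. The wider spread of the bcl-11(bon144) libraries was thus left out. With fewer than 200 changed genes, the adjustment of p-values would also be stricter. These shares are therefore no estimate of how many real changes of this size were called.

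The following rule for naming genes was fixed before the data were examined: bcl-11, each gene called with both alleles against the same control, and, for each mutant against its control, the 3 genes with the largest change among called genes that moved the same way in all 4 same-numbered pairs. Genes of 3 lists fixed at the same time were named where called: the genes the study shows as shared by both alleles in single mutants (6 genes) and in double mutants (12 genes), and 20 genes induced by DAF-16, the transcription factor that insulin signalling restrains. The first 2 lists are the study's own choice from these data and show no stability. Genes named outside the rule were chosen after their values were seen, as stated there.

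Results were recomputed under the alternative settings that applied to them. The model was fitted with the replicate number as a block, without the variance trend, with robust moderation, with library weights, and with only the 2 genotypes compared. The values were used without the filter, with a mean rlog of at least 5, after quantile normalization and after median centring. Genes were also called by adjusted p alone and at an adjusted p under 0.01, and each replicate was left out in turn. Counting genes of identical values once, and the alternatives for the DAF-16 list, were added after the data were seen. The regroupings of libraries numbered at most 100 for each result.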

Results

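To compare the transcriptional profiles of bcl-11 mutants with those of their controls, the rlog values of 24 libraries from young adult nematodes grown at 20 °C were analysed. The 3 genotypes with an intact daf-2 gene (the bcl-11 alleles bon125 and bon144, and wt) and the 3 genotypes with daf-2(e1370), a mutation of the insulin/IGF-1 receptor, had 4 libraries each. The median rlog of the kept genes ranged from 7.55 to 7.68 among the libraries of the wild-type background and from 7.60 to 7.70 in the daf-2 background. Sequencing depth is unknown, since the values are already normalised. Libraries of the same genotype correlated with a mean Pearson's r across genes of 0.985 to 0.995 in the daf-2 background. In the wild-type background, the range was 0.967 to 0.994, and the lowest values, 0.967, 0.968, 0.979 and 0.981, belonged to the 4 bcl-11(bon144) libraries. The first principal component held 43.3% of the variance in the wild-type background and placed replicates 1 to 4 of bcl-11(bon144) at -33.8, 29.5, 62.7 and -11.7, whereas the other 8 libraries lay between -16.9 and 5.09.

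**Figure D1:**
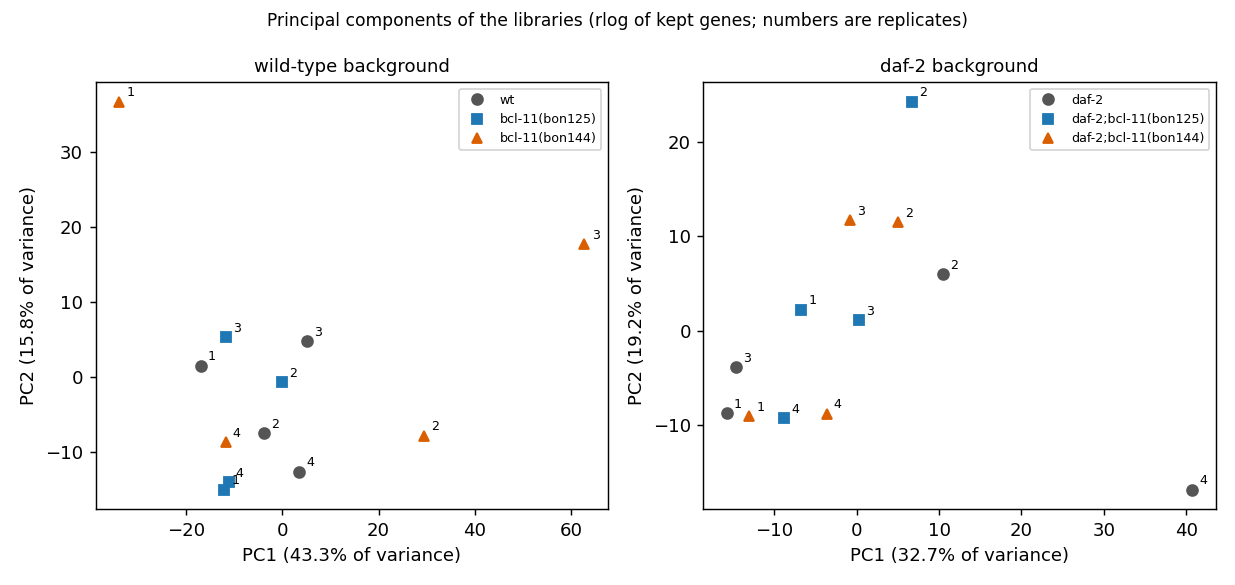
First and second principal components (arbitrary units, with the share of variance on each axis) of the 12 libraries of each background, computed from the rlog values of the kept genes; each point is 1 library, its symbol gives the genotype and its number the replicate. In the wild-type background the bcl-11(bon144) libraries spread from -33.8 to 62.7 on the first component, and in the daf-2 background replicate 4 of daf-2 lies apart from the others at 40.7.

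The targeted gene was examined first. bcl-11 (WBGene00017430) lies on chromosome V, 6356025 to 6362997, plus strand, in WBcel235. Its rlog was 6.37 ± 0.20 (SD, n = 4) in wt, 6.15 ± 0.20 in bcl-11(bon125) and 6.65 ± 0.43 in bcl-11(bon144). In the daf-2 background it was 7.08 ± 0.27 in daf-2, 7.19 ± 0.10 in daf-2;bcl-11(bon125) and 7.02 ± 0.10 in daf-2;bcl-11(bon144). The differences from the control were -0.22, 0.28, 0.11 and -0.06 in this order, and no test passed 0.05 (two-sided exact permutation tests, p = 0.171, 0.257, 0.600 and 0.686, and 0.514, 0.514, 0.686 and 0.686 after Benjamini-Hochberg adjustment over the 4 comparisons). When the libraries were paired by replicate number, exact sign-flip tests gave p-values of 0.25, 0.5, 0.375 and 1. With 4 pairs such a test cannot reach 0.05, so it decides nothing here. The alleles change the coding sequence, so the transcript level alone does not check the labels.

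**Figure D2:**
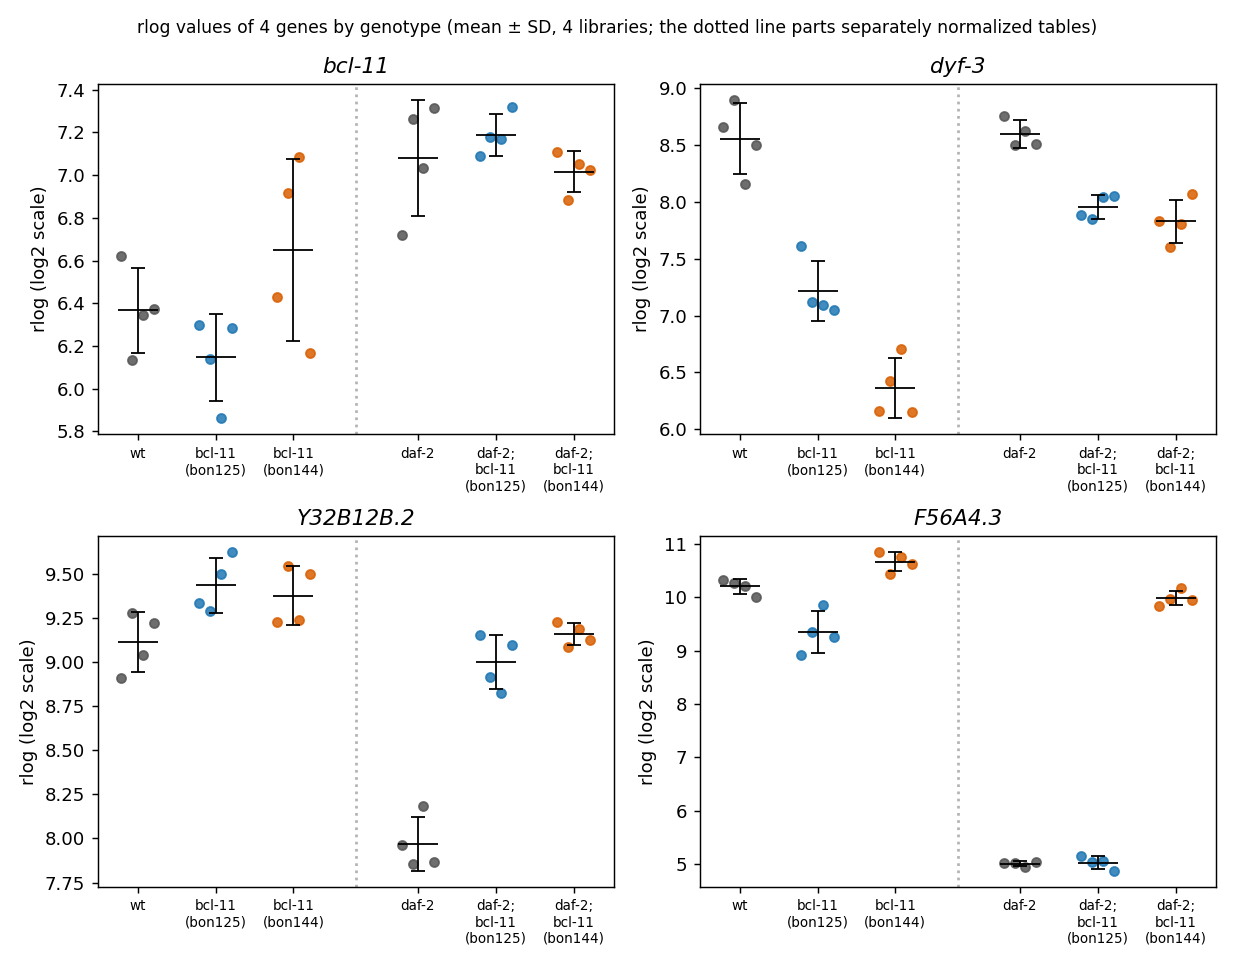
Rlog values (log2 scale) of bcl-11, dyf-3, Y32B12B.2 and F56A4.3 in the 6 genotypes; each point is 1 library, in the order of replicates 1 to 4 from left to right, horizontal bars are means and error bars are SD (n = 4), and the dotted line parts the separately normalised tables. bcl-11 overlaps between every mutant and its control, dyf-3 is lower in each mutant group than in its control, Y32B12B.2 is higher in both double mutants than in daf-2, and F56A4.3 is near 5.01 in daf-2 and near 9.99 in daf-2;bcl-11(bon144).

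Next, each bcl-11 single mutant was compared with wt to ask how many transcripts depend on the gene in otherwise wild-type animals. Among 13459 genes, 0 were called in bcl-11(bon125), where the smallest adjusted p of limma was 0.0778 and 209 genes (1.55%) had an unadjusted p under 0.05. That share is below what this level gives by chance alone, so the 209 genes are no sign of further changes. The test may have been too strict here. The shares in the double mutants against daf-2 (4.11% and 3.47%) are below that level too. The number of called genes moved most, to 4 genes, all lower, when library weights were used and when only the 2 genotypes compared were fitted. A block for the replicate number gave 1 called gene, which was lower. Deviations of same-numbered libraries of these genotypes correlated with a mean r of 0.243.

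In bcl-11(bon144), 9 genes were called against wt, 1 higher and 8 lower, and 955 genes (7.10%) had an unadjusted p under 0.05. The gene with the largest change was dyf-3 (WBGene00001119, chromosome IV, 3396581 to 3399231, minus strand, protein-coding), which fell by 2.19 on the log2 scale (SE 0.19, adjusted p of limma 0.000354), from 8.56 ± 0.31 in wt to 6.36 ± 0.27 (SD, n = 4). C25G4.7 (WBGene00007734, chromosome IV, 12456913 to 12458561, plus strand) fell by 1.53 (SE 0.23, adjusted p 0.0290). Y55F3AM.11 (WBGene00021928, chromosome IV, 1038667 to 1044387, minus strand) fell by 1.39 (SE 0.20, adjusted p 0.0218). The 3 genes were lower in all 4 same-numbered pairs. The other 6 called genes, among them pkhm-2 and F25E5.1 from the list of shared genes, changed by -1.34 to 0.85. When replicates were fitted as blocks, 2 of the 9 genes were called and no other, dyf-3 with an adjusted p of 0.00485 and Y55F3AM.11 with 0.0123, while C25G4.7 had 0.0622. The pairing check gave a mean r of 0.219. Leaving out 1 library at a time gave 1 to 17 called genes, and the wide spread of the bcl-11(bon144) libraries enters the variance of all comparisons in this background.

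No gene was called with both alleles in the single mutants (0 of 13459 tested, one-sided Fisher's exact test, p = 1), against 209 and 955 genes at an unadjusted p under 0.05 with each allele. With 0 genes called in bcl-11(bon125), the outcome of this test was fixed, so it shows nothing about a shared effect. Fitting replicates as blocks gave 1 shared gene. Of the 9 genes called in bcl-11(bon144), 7 had the same sign in bcl-11(bon125). For 5 of them the unadjusted p of limma was 7.89e-06 to 0.000342. Y55F3AM.11, F25E5.1 and pkhm-2 changed by -1.34, -1.12 and -0.90 in bcl-11(bon125) (adjusted p of limma 0.0778 to 0.0989). In bcl-11(bon144) they changed by -1.39, -1.17 and -0.86. Both comparisons share the wt libraries, so these likenesses are not independent. F44E7.5 (-0.03), lfor-1 (-0.05), ctsa-4.2 (-0.02) and Y43C5A.7 (0.001) hardly changed in bcl-11(bon125). These genes were called between the alleles and named after their values were seen. dyf-3 fell by 1.34 in bcl-11(bon125) (SE 0.19, adjusted p of limma 0.0778), to 7.22 ± 0.26 (SD, n = 4), and none of its libraries overlapped those of wt. On the fixed list of 6 genes shared by the single mutants, 4 were called in bcl-11(bon144) and 0 in bcl-11(bon125). With adjustment over this list alone, 6 passed 0.05 with each allele, although the list was chosen on these data. All 6 were lower in bcl-11(bon125), whereas 4 were lower and 2 higher in bcl-11(bon144).

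The same comparisons were then made in the daf-2 background, to ask whether bcl-11 contributes to the transcriptional state caused by reduced insulin signalling. Among 14169 genes, 2 were called in daf-2;bcl-11(bon125) against daf-2, with 582 genes (4.11%) at an unadjusted p under 0.05. Y32B12B.2 (WBGene00012522, chromosome V, 16538396 to 16549849, plus strand) was higher by 1.03 (SE 0.10, adjusted p of limma 0.00125). C55C3.3 (WBGene00016953, chromosome IV, 5685287 to 5688273, plus strand) fell by 1.22 (SE 0.14, adjusted p 0.00231), from 6.85 ± 0.15 to 5.63 ± 0.06 (SD, n = 4). Both genes changed in the same direction in all 4 same-numbered pairs.

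In daf-2;bcl-11(bon144), 8 genes were called against daf-2, 7 higher and 1 lower, with 491 genes (3.47%) at an unadjusted p under 0.05. F56A4.3 (WBGene00018911, chromosome V, 2453414 to 2456147, plus strand) rose by 4.98 (SE 0.10, adjusted p of limma 3.82e-13), from 5.01 ± 0.04 in daf-2 to 9.99 ± 0.14 (SD, n = 4). irld-53 (WBGene00021222, chromosome V, 2348215 to 2350325, minus strand) rose by 3.18 (SE 0.11, adjusted p 6.45e-10), from 4.76 ± 0.08 to 7.94 ± 0.23. Both genes stood at low levels in daf-2;bcl-11(bon125) as well (5.03 and 4.73), whereas their levels in wt, from the separately normalised table and without a test, were 10.20 and 8.52. Y32B12B.2 rose by 1.19 (SE 0.10, adjusted p 6.8e-05). dyf-3 fell by 0.77 (SE 0.11, adjusted p 0.0190). The other 4 called genes were 2 pairs of genes with identical values and had log2 fold changes of 0.95 and 0.62. They are therefore uncertain. The 8 called genes hold 6 different sets of values, and a refit with identical genes counted once called 5 genes. The fit with replicate blocks called 8 genes, of which 6 were the same. The pairing check for this fit gave a mean r of 0.164. Of the 8 called genes, 7 lie on chromosome V, which holds 2798 of the genes tested.

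Except for Y32B12B.2 and dyf-3, the genes called in daf-2;bcl-11(bon144) lie in or next to a stretch of chromosome V that the genome assembly holds as 2 near-identical copies. Pairs of genes with identical values, 108279 bp apart at the median, placed the first copy at 2351676 to 2449136 and the second at 2459637 to 2557415. By these limits F56A4.3 lies between the copies, and irld-53 ends 1351 bp before the first. The limits rest on genes with identical values, so the copies may reach further. irld-35 (2456176 to 2458286) may be the partner of irld-53, since F56A4.2 follows it as its identical copy clec-209 follows irld-53. irld-35 changed by 0.44 in daf-2;bcl-11(bon144) against daf-2, at a mean rlog of 3.09. Reads shared by irld-53 and irld-35 were not tested, so the level of irld-53 is uncertain. Of the 16 genes kept between the outer ends of the copies, 5 were called. The other 11 were all higher in daf-2;bcl-11(bon144) than in daf-2, with a median log2 fold change of 0.52. In daf-2;bcl-11(bon125) 9 of the 16 genes were higher than in daf-2, and the median was 0.00. In the wild-type background, where 20 genes of the stretch were kept, all were lower in bcl-11(bon125) than in wt (median -0.39), and 15 were higher in bcl-11(bon144) than in wt (median 0.06), with 0 called in either comparison, against 209 and 955 genes at an unadjusted p under 0.05 over the genome.

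**Figure D3:**
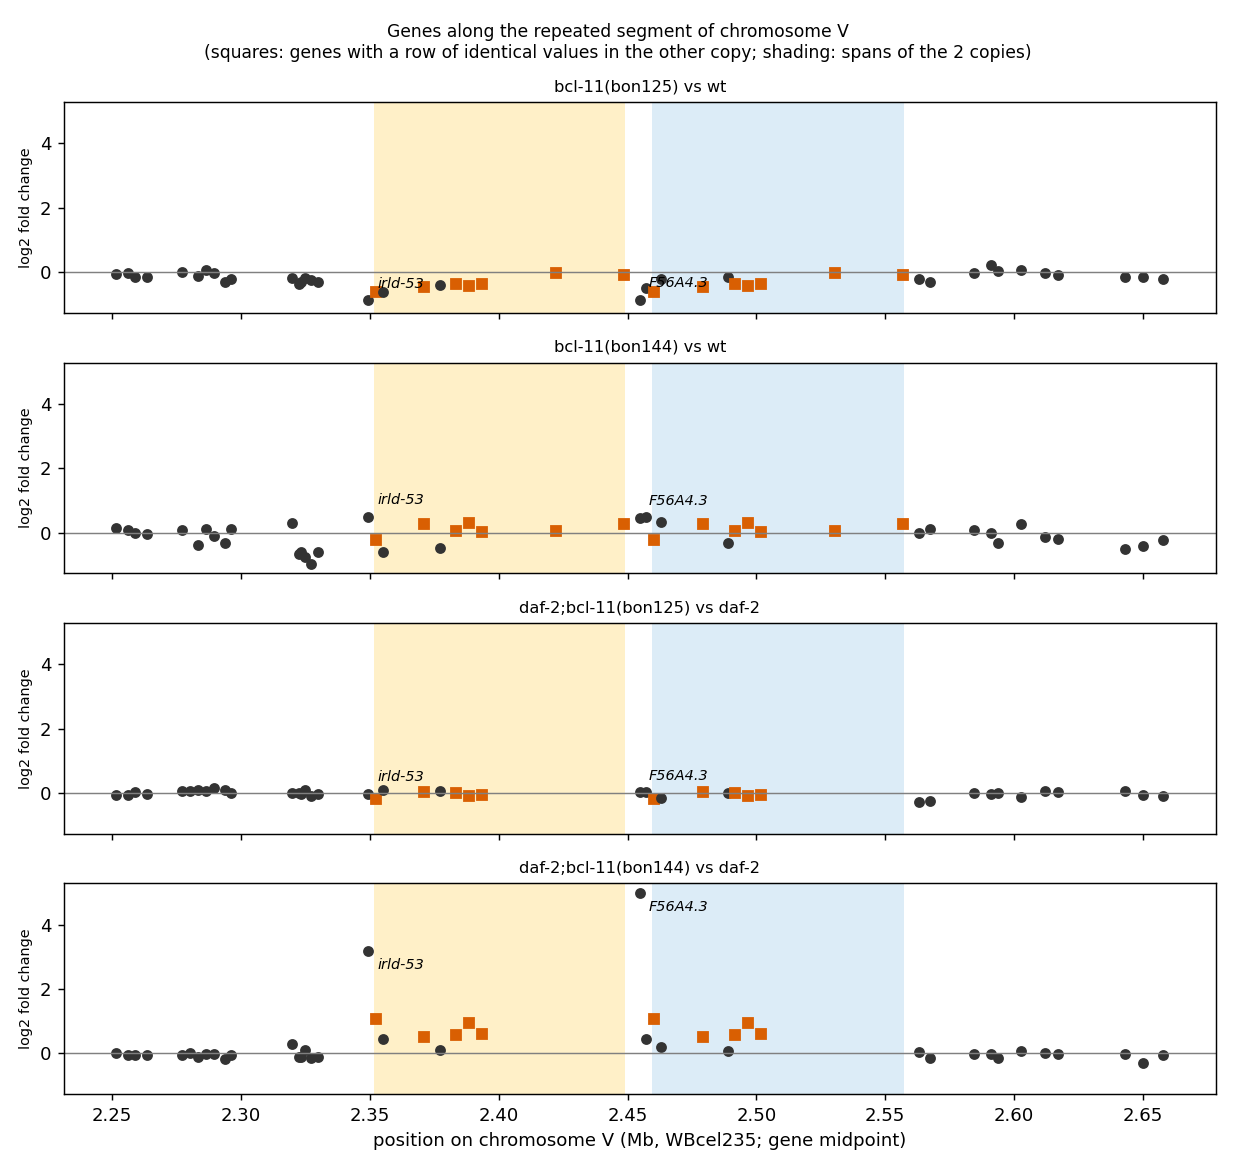
Log2 fold change of each kept gene in and around the repeated stretch (vertical axis) by its midpoint on chromosome V (horizontal axis, Mb, WBcel235) for each mutant against its control; squares are genes with identical values in the other copy, circles are the other genes, and the shaded bands are the spans of the 2 copies. In daf-2;bcl-11(bon144) against daf-2, F56A4.3 and irld-53 stand at 4.98 and 3.18 and the other genes of the stretch lie above 0, by 0.07 to 1.08, whereas the other genes plotted around it lie on both sides of 0.

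Y32B12B.2 was the 1 gene called with both alleles in the double mutants (one-sided Fisher's exact test over 14169 genes, p = 0.00113). The test takes the lists as independent, but both comparisons share the daf-2 libraries. Across genes, their log2 fold changes correlated with an r of 0.541. The p-value therefore overstates the evidence for a shared effect. Y32B12B.2 rose from 7.97 ± 0.15 in daf-2 to 9.00 ± 0.15 in daf-2;bcl-11(bon125) and 9.16 ± 0.06 in daf-2;bcl-11(bon144) (SD, n = 4). In the fit with replicate blocks, 1 gene was shared as well. dyf-3 was 8.60 ± 0.12 in daf-2, 7.96 ± 0.11 in daf-2;bcl-11(bon125) and 7.83 ± 0.19 in daf-2;bcl-11(bon144). Its change of -0.64 in daf-2;bcl-11(bon125) had an adjusted p of limma of 0.168 and was not called. On the fixed list of 12 genes shared by the double mutants, 2 were called with each allele. With adjustment over this list alone, 12 passed 0.05 with bon125 and 5 with bon144, again on a list chosen from these data. C55C3.3, called with bon125, changed by 0.02 with bon144 (adjusted p 1).

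The alleles were also compared with each other. Between the single mutants, 6 genes were called, 3 higher and 3 lower in bcl-11(bon144), with 765 genes at an unadjusted p under 0.05. Both irld-53 (log2 fold change 1.36, SE 0.15, adjusted p of limma 0.00554) and F56A4.3 (1.33, SE 0.17, adjusted p 0.0175) were among the higher genes. Replicate blocks gave 3 called genes, 2 of them the same, and the pairing check gave a mean r of 0.105. Between the double mutants, 7 genes were called, all higher in daf-2;bcl-11(bon144), with 459 genes at an unadjusted p under 0.05. These were F56A4.3 (4.96), irld-53 (3.20), C55C3.3 (1.24) and 2 pairs of genes with identical values from the repeated stretch of chromosome V. Replicate blocks gave 7 called genes here, 5 of them the same, and the pairing check gave a mean r of 0.211.

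To ask whether an allele acted differently in the 2 backgrounds, the difference between its effects was tested over 13131 genes. For bcl-11(bon125), 0 genes were called (smallest adjusted p of limma 0.329, 445 genes at an unadjusted p under 0.05). For bcl-11(bon144), 8 genes were called, all with a more positive effect in the daf-2 background, with 357 genes at an unadjusted p under 0.05. The largest differences were those of F56A4.3 (4.52, SE 0.20, adjusted p 6.02e-13) and irld-53 (2.69, SE 0.19, adjusted p 5.17e-09). For dyf-3, which was lower in both backgrounds, the difference was 1.42 (SE 0.22, adjusted p 0.00659). With the replicate number as a block, 0 genes were called for bcl-11(bon125) and 5 for bcl-11(bon144), all of them among the 8.

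Across the 13131 genes, the log2 fold changes of an allele in the wild-type and the daf-2 background, which share no library, were weakly related. For bcl-11(bon125) Pearson's r was 0.0748 and Spearman's rho -0.0396. For bcl-11(bon144) r was 0.199 and rho 0.307. Combinations of different alleles gave an r of 0.198 and a rho of 0.224 (bon125 in the wild-type and bon144 in the daf-2 background), and an r of -0.144 and a rho of -0.00769 (bon144 in the wild-type and bon125 in the daf-2 background). Genes are not independent replicates, and no p-value is given.

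The comparison of daf-2 with wt rests on separately normalised tables and was therefore not tested. Side by side, group means of the 13131 genes correlated with an r of 0.957, and the median difference was 0.03. Of the 17 genes of the DAF-16 list kept in both tables, 14 were higher in daf-2 than in wt, with a median difference of 1.06. For example, the rlog of sod-3 was 4.38 ± 0.36 in wt and 8.44 ± 0.35 in daf-2, and that of mtl-1 was 11.89 ± 0.21 and 15.45 ± 0.59 (SD, n = 4).

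On the same DAF-16 list, 0 of the 17 genes were called in any of the 4 mutants against their controls. With adjustment over the list alone, 0 passed 0.05 in bcl-11(bon125) and in both double mutants, whereas 4 passed in bcl-11(bon144), all lower than in wt. With the replicate number as a block, 4 passed as well. The mean rlog of the 17 genes was 9.42 ± 0.14 in bcl-11(bon144) and 9.90 ± 0.20 in wt (SD, n = 4), a difference of -0.48 (two-sided exact permutation test, p = 0.0286, the smallest this design allows, and 0.114 after adjustment over the 4 comparisons). The corresponding differences were -0.08 in bcl-11(bon125) (exact p = 0.543), 0.02 in daf-2;bcl-11(bon125) (exact p = 0.886) and -0.09 in daf-2;bcl-11(bon144) (exact p = 0.629). Whether the alleles differ in this measure was not tested.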

Values the study reported

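The study reported 155 dysregulated genes in bcl-11(bon125) and 8 in bcl-11(bon144) animals relative to wt, with 6 genes shared by these alleles. For the daf-2;bcl-11 double mutants, it reported 12 genes that were dysregulated with both alleles relative to daf-2.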

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

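The tests of the repeated stretch of chromosome V, normalization included, were chosen only after the results were seen; so were the tests of developmental stage by collagen genes and in both backgrounds, whereas that by sperm protein genes in the wild-type background was set before its values were computed.

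The effect of bcl-11(bon144) differed between the daf-2 and the wild-type background for 8 genes, of which those outside the naming rule were chosen after their values were seen. The interaction on the log2 scale was 4.516 for F56A4.3, 2.688 for irld-53, 1.478 for C25G4.7, 1.424 for dyf-3, 1.316 for the gene WBGene00044760, 1.285 for F44E7.5, 1.156 for F25E5.1 and 0.923 for Y32B12B.2. Of 100 relabellings of mutant and control within replicate numbers and backgrounds, 3 gave as many genes, the real labelling included. When a replicate number was left out in all genotypes, F56A4.3 and irld-53 had an adjusted p of limma under 0.05 in 4 of 4 fits. dyf-3 and F44E7.5 did so in 1 of 4, and C25G4.7, Y32B12B.2, F25E5.1 and WBGene00044760 in 0 of 4. A difference in the stage of the animals, read from genes of the major sperm protein family (msp-), predicted the larger part of the bcl-11(bon144) against wt difference for 0 of the 8 genes, and the cuticle collagen family (col-) did so for 0 of the 8 as well, which does not address the interaction itself. Fitted in both backgrounds, the msp- mean predicted -6.50% to 2.58% of the interaction and the col- mean -11.6% to 8.33%, the larger part for 0 of the 8 genes with either family. Stage in other respects was not tested. Differences in rlog shrinkage between the separately normalised tables were not tested and cannot be excluded. Without a test across these tables, C25G4.7, F44E7.5 and F25E5.1 stood at 6.58, 11.97 and 9.51 in wt and at 4.17, 9.45 and 8.08 in daf-2. The daf-2 levels are below those in bcl-11(bon144) (5.055, 10.63 and 8.33). A lower starting level in daf-2 was not separated from a different effect of the allele for these genes. dyf-3 stood at 8.56 in wt and 8.60 in daf-2. For bcl-11(bon125), 0 genes differed between the backgrounds (445 at an unadjusted p under 0.05), and 100 of 100 relabellings gave as many, which shows nothing about chance.

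For F56A4.3 and irld-53, a candidate explanation is a stretch of chromosome V that differs between the strains rather than regulation by bcl-11. Genes of the stretch that were not called in daf-2;bcl-11(bon144) against daf-2 had a median log2 fold change above that of 99.92% of 10000 runs of as many neighbouring genes. The same measure lay at the other end, at percentile 0.01, in bcl-11(bon125) against wt, where 20 of 20 genes were lower, at 82.29 in bcl-11(bon144) against wt and at 55.26 in daf-2;bcl-11(bon125) against daf-2. Some of these genes have identical values, so they are fewer independent measurements than their number. Reads shared between near-identical copies do not account for the whole pattern, since 1 called gene within the stretch, F56A4.3, has values of its own. After quantile normalization F56A4.3 still rose by 5.00. A second copy present in daf-2;bcl-11(bon144) and missing in daf-2 predicts a doubling, a log2 fold change of 1, for genes with an identical copy. The median of the 2 such pairs with a mean rlog of at least 7 was 1.02, but this limit was set with the values known, and the less expressed pairs changed by 0.52 to 0.62. Without a test across the separately normalised tables, F56A4.3 stood at 10.20 in wt and 5.01 in daf-2, both with intact bcl-11, at 9.99 in daf-2;bcl-11(bon144) and at 5.03 in daf-2;bcl-11(bon125), and irld-53 at 8.52, 4.76, 7.94 and 4.73. The change therefore brings daf-2;bcl-11(bon144) near the wt level, and daf-2 and daf-2;bcl-11(bon125) are the strains with low levels. The pattern is consistent with a difference in copy number between the strains. An effect of the bon144 allele in the daf-2 background was not separated from it, since each genotype is represented by a single strain.

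In the wild-type background, the levels of F56A4.3 and irld-53 in wt were 0.724 and 0.714 of those in bcl-11(bon144), and in bcl-11(bon125) 0.399 and 0.389. As group means, both genes gave nearly the same share in each strain, with a largest difference of 0.0109. Averaged over both genes, single replicates ranged from 0.646 to 0.823 in wt and from 0.312 to 0.491 in bcl-11(bon125). Within single replicates the genes differed more. In wt replicate 3, F56A4.3 stood at 10.22 and irld-53 at 8.90, against means of 10.67 and 9.01 in bcl-11(bon144). The shares of the group means could arise if only part of the animals of a stock carried the second copy. This hypothesis predicts, relative to bcl-11(bon144), a shift of -0.22 in wt for genes with an identical copy, where the median was -0.03, and -0.52 in bcl-11(bon125), where the median was -0.40. Each median rests on 3 pairs, which in bcl-11(bon144) against wt changed by -0.22, 0.29 and 0.03, so it decides little. The shares had been seen before the test was set, and the hypothesis stays open.

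A single library lay far from the other 3 of its genotype in 4 of 63 groups of values examined, where about 3.15 would by chance alone. The rlog of dyf-3 was 7.611 in replicate 1 of bcl-11(bon125), against 7.05 to 7.12 in the others. irld-53 was at 8.897 in replicate 3 of wt, against 8.34 to 8.43. The first principal component score was 0.02936 in replicate 2 of bcl-11(bon125), against -12.05 to -11.07, and the mean rlog of the DAF-16 list was 9.533 in replicate 4 of bcl-11(bon125), against 9.91 to 9.93. The order of some of these values goes in part with the replicate number, which the libraries share as a batch. irld-53 was highest in replicate 3 in bcl-11(bon125) (7.77) and bcl-11(bon144) (9.16) too. Replicate 4 was nearly as high in both (7.76 and 9.15), so replicate 3 did not stand apart there as it did in wt. The DAF-16 list was lowest in replicate 4 in wt (9.63) as in bcl-11(bon125), but in bcl-11(bon144) it was lowest in replicate 3 (9.24). A difference between batches was not tested for these values and cannot be excluded, and no biological explanation was tested.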

How the results depend on the processing

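All alternatives were fixed before the data were examined, except counting genes of identical values once and the alternatives for the DAF-16 list. The cause of the changes below was not tested.

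With the replicate number as a block, called genes numbered 1 in bcl-11(bon125) against wt, 2 in bcl-11(bon144) against wt, 2 in daf-2;bcl-11(bon125) against daf-2 (mean r of same-numbered libraries 0.0304), 3 between the single mutants, 1 for the overlap of the single mutants and 5 for the interaction of bcl-11(bon144). Library weights gave 4 genes in bcl-11(bon125) against wt, 4 for the single-mutant overlap, 11 between the double mutants (all higher), 3 for the interaction of bcl-11(bon125) and 15 for that of bcl-11(bon144) (12 higher, 3 lower). Robust moderation gave 2 genes in bcl-11(bon125) against wt and 2 for the single-mutant overlap. When only the 2 genotypes compared were fitted, the counts were 4 in bcl-11(bon125) and 1 in bcl-11(bon144) against wt, 3 in daf-2;bcl-11(bon144) against daf-2 and 1 between the single mutants. Quantile normalization gave 3 genes between the single mutants (2 higher, 1 lower, in place of 3 and 3) and 11 between the double mutants (9 higher, 2 lower, in place of 7 and 0), and median centring gave 11 between the double mutants (9 higher, 2 lower). At an adjusted p under 0.01, the counts were 1 in bcl-11(bon144) against wt, 3 in daf-2;bcl-11(bon144) against daf-2, 1 between the single mutants, 3 between the double mutants and 4 for the interaction of bcl-11(bon144). A mean rlog of at least 5 left 5 genes for that interaction. A refit with identical genes counted once called 5 in daf-2;bcl-11(bon144) against daf-2. Over only the genes called in either background, the correlation of the effects of bcl-11(bon144) across backgrounds was 0.638, and the same for bcl-11(bon125) was not run because 2 genes remained.

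Leaving out 1 library at a time gave 0 genes in bcl-11(bon125) against wt in each of 8 fits (209 at an unadjusted p under 0.05 with all libraries), 1 to 17 in bcl-11(bon144) against wt, 2 to 4 in daf-2;bcl-11(bon125) and 3 to 6 in daf-2;bcl-11(bon144) against daf-2, 1 to 16 between the single mutants and 3 to 7 between the double mutants. On the DAF-16 list, 3 to 7 genes passed 0.05 in bcl-11(bon144). Leaving out a replicate number in all genotypes gave 0 to 1 shared genes in the double mutants, 2 to 4 genes for the interaction of bcl-11(bon144), and correlations across backgrounds from -0.0513 to 0.109 for bcl-11(bon125) and from 0.0227 to 0.324 for bcl-11(bon144). The small difference of bcl-11 itself changed sign in daf-2;bcl-11(bon125) against daf-2 without daf-2 replicate 1 (-0.01485, range to 0.1841) and in daf-2;bcl-11(bon144) against daf-2 without daf-2 replicate 4 (0.01273, range from -0.1862).

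For single genes, 420 of 482 recomputed values kept their side of the threshold, 59 no longer passed and 3 newly passed. Of 304 values with a library left out, 150 kept their side and 154 no longer passed. dyf-3 in bcl-11(bon144) against wt, F56A4.3, irld-53 and Y32B12B.2 in daf-2;bcl-11(bon144) against daf-2, and Y32B12B.2 and C55C3.3 in daf-2;bcl-11(bon125) against daf-2 had an adjusted p under 0.05 in all 12 other fits and all 8 fits with a library left out. dyf-3 in bcl-11(bon125) against wt had an adjusted p under 0.05 in 3 of 12 other fits, with an adjusted p of limma from 0.00109 to 0.158, and in 0 of 8 with a library left out. Among the 12, the settings by adjusted p alone and at an adjusted p under 0.01 repeat the adjusted p of the main fit. They could not change side at 0.05 and show nothing about stability. Since depth is unknown, how far it limits the weakly expressed genes cannot be stated.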

Other observations

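The tests of the region around bcl-11, of normalization for dyf-3, of the panel mean by library and of developmental stage by col- genes for dyf-3 and the DAF-16 list were chosen only after the results were seen.

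The number of genes called here for bcl-11(bon125) against wt was 0, with 209 genes at an unadjusted p under 0.05. That is lower than the value quoted from the study above. The number of genes called with both alleles in the single mutants was 0, with 209 and 955 genes at an unadjusted p under 0.05 with each allele. That is lower than the value quoted from the study above. The number called with both alleles in the double mutants was 1. That is lower than the value quoted from the study above. These counts are not like for like. The study names no test for them and states no threshold for the single mutants, whereas limma was run here on rlog values. The variance used for bcl-11(bon125) against wt also took in the widely spread bcl-11(bon144) libraries. Fitting only the 2 genotypes compared gave 4 genes. The differences from the study therefore do not show which count is right.

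Other splits of the libraries were fitted for each comparison, each of them parting all 4 same-numbered pairs. The real split was the only 1 of 8 to give as many called genes in bcl-11(bon144) against wt, in both double mutants against daf-2 and in both comparisons between alleles, where the highest count of another split was 0. In bcl-11(bon125) against wt, where 0 genes were called (209 at an unadjusted p under 0.05), all 8 did. With 8 splits no share under 0.05 is possible, so these counts cannot exclude chance. Of 100 relabellings of the 3 genotypes within replicate numbers, 10 gave at least 1 gene shared by both double mutants, the real labelling included. In these 10 the control was made of all 4 libraries of 1 genotype, which keeps a real difference in the comparison, and none of the 90 relabellings with a mixed control gave a shared gene. The count of 10 is therefore no measure of chance for Y32B12B.2. For the single mutants, 0 genes were shared (209 and 955 at an unadjusted p under 0.05 with each allele), and 100 of 100 relabellings gave as many, which shows nothing about chance.

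The bcl-11(bon144) libraries of the wild-type background differed from each other more than those of the other genotypes. The lowest mean correlation of such a library with its group was still 0.968 after quantile normalization, below the other genotypes. Replicates 3 and 1, at the ends of the first principal component, were compared by gene families named before their values were computed. The 27 msp- genes, which encode sperm proteins, were higher in replicate 3 by a median of 6.78 and the 104 col- genes, which encode cuticle collagens, by 2.43, and both medians lay at the percentile 100 of 10000 lists matched on mean value. Directions were the same after quantile normalization (6.72 and 2.11) and median centring (6.77 and 2.42). The 6 vit- genes, which encode yolk proteins, changed by -0.11, at percentile 1.07, and by -1.10 after quantile normalization. Members of a family vary together, so random lists understate the spread to be expected. Mean msp- values were 4.63, 8.28, 11.1 and 4.67 in replicates 1 to 4 of bcl-11(bon144), 4.67 to 7.62 in wt and 4.75 to 7.08 in bcl-11(bon125). This is consistent with bcl-11(bon144) populations collected at unequal stages, and other sources of the msp- and col- differences were not separated. Whether the allele widens the spread of development cannot be told from 4 populations.

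dyf-3 was lower than its control in 16 of 16 same-numbered pairs. The libraries of mutant and control did not overlap in any of the 4 comparisons, each of which chance gives to 2.86% of genes. The wt and daf-2 libraries each serve as control for both alleles, so the pairs and the 4 comparisons are not independent. The 20 nearest kept genes had a median change in bcl-11(bon144) against wt at percentile 15.8 of 10000 runs of 20 genes, so no shift of the region was seen. After quantile normalization dyf-3 changed by -2.19. The msp- mean predicted -1.22% of its difference in bcl-11(bon144) against wt and the col- mean -7.67%, so neither family accounts for it, while stage in other respects was not tested. A candidate explanation that remains is an effect of reduced bcl-11 function on dyf-3, although a variant of dyf-3 carried by the bcl-11 strains was not tested. As a pattern found and tested on the same data, this is a hypothesis.

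Of the 9 genes called in bcl-11(bon144) against wt, 2 (F25E5.1 and F44E7.5) lie within 2 Mb of bcl-11, as do 3.99% of the genes tested (one-sided Fisher's exact test, p = 0.0475). The window was set after their positions were seen. Against daf-2, F25E5.1 and F44E7.5 changed by -0.02 and -0.05 in daf-2;bcl-11(bon144), and by -0.01 and -0.10 in daf-2;bcl-11(bon125). No shift of these genes therefore went with the edited locus in the daf-2 background. In bcl-11(bon125) against wt they changed by -1.12 and -0.03. Sequence linked to the edited locus may or may not play a part in the wild-type background.

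Y32B12B.2, which lies on chromosome V as bcl-11 does, stood at 9.11 in wt, at 7.97 in daf-2 and at 9.00 and 9.16 in the double mutants. If the double mutants had inherited much of chromosome V from the bcl-11 strain, their differences from daf-2 would run against those of daf-2 from wt most on this chromosome. Chromosome V had the most negative correlation across genes for 1 of the 2 alleles (-0.200 for bon144, -0.0601 for bon125). Without the repeated stretch, that of bon144 was -0.121, against -0.114 on chromosome IV. irld-53, just outside the limits of the stretch, was still counted in the value of -0.121. It rose by 3.18 with bon144 and stood at 8.52 in wt and 4.76 in daf-2, which makes the correlation more negative. The value without irld-53 was not computed. The result is split. The correlation of bon144 was in the direction such an inheritance predicts, but without the repeated stretch only by a small margin that may rest on irld-53. That of bon125 was not the most negative on this chromosome. Such an inheritance may hold for part of the chromosome with bon144, and was not settled here. The levels in wt and daf-2 come from separate tables, and the daf-2 libraries enter both differences, which alone makes the correlation negative.

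The DAF-16 list was lower in bcl-11(bon144) than in wt, and the mean of its 17 genes was below each wt library in 4 of the 4 bcl-11(bon144) libraries. The msp- mean predicted 5.51% of the difference and the col- mean 12.7%, so stage read from these families does not account for most of it. The difference of -0.48 failed adjustment over 4 comparisons (exact test, adjusted p = 0.114) and was not seen in bcl-11(bon125), and the interaction with the allele was not tested. It may reflect the state of these populations as well as the allele.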
